A study of Arabidopsis thaliana with 20 samples. Its data were reported in "ß-amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells" (2015).

How the data were processed

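RNA from whole leaves and from epidermal peels enriched for stomata was measured on 20 one-colour Agilent arrays, in 8 groups given by the labels: leaf or stomata, wild-type Col-0 or the T-DNA insertion line bam1, and control conditions or 5 days of drought. There were 4 groups of 3 arrays and 4 groups of 2 arrays. Each array was assigned to its group from the title and characteristics on its label, and 0 data columns were left without a sample. The title of one array, stomata Col-0 drought replicate 1, stands beside a source name ending in replicate 2; the title was used.

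The deposited scanner text files hold intensity values per spot: per the file headers, Feature Extraction 11.5.1.1 subtracted the background and detrended the signal spatially and multiplicatively to give the processed signal. The deposited series matrix holds log2 values, which the authors normalised by quantiles and centred on the median of each probe in GeneSpring. The same files hold other columns, which per the file headers are flags for saturated spots, outlying spots and spots well above background. The values in the scanner files were used as the main input. The difference of each array from one reference array, computed from the normalised scanner values, correlated with that in the series matrix at r of 0.986 to 1.00 across probes, and the median absolute deviation between both sources was between 0.0014 and 0.034 on the log2 scale.

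Spots marked as outliers were set to missing. Processed signals were log2-transformed, normalised by quantiles over the 20 arrays and averaged over the spots of a probe; a probe counted as well above background when any of its spots was. Of 43603 probes, 30665 were tested: those well above background on every array of at least 1 of the 8 groups. Probes were matched by transcript identifier to loci and gene symbols in a RefSeq table of the assembly TAIR10.1, and 34348 of the 43603 probes (78.8%) had a match. Where a group held an array on which a probe was not well above background, the change is given as at least so many fold, with the signals of that group raised to a floor, set once for each probe as its highest signal on any array where it was not well above background, and no lower than the lowest signal well above background on any array. Chromosome positions were not used. Where 1 value per gene was needed, the probe with the highest mean signal over the 20 arrays stood for the gene.

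A linear model with a mean for each of the 8 groups was fitted in limma 3.58.1 under R 4.3.3 with moderated statistics (eBayes), which left 12 residual degrees of freedom and added 2.43 prior degrees of freedom. A feature, meaning a probe, was called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold (a log2 change of at least 1). Adjusted p values come from this moderated test in limma and are two-sided. The 12 comparisons were the 4 drought effects, 3 interactions, 4 contrasts of bam1 against Col-0, and stomata against leaf in control plants of Col-0. Each interaction is a test of the difference between 2 effects, either between genotypes within a tissue or between tissues within Col-0. The fit was tested on simulated data in which 200 features were changed: across the 12 comparisons, 118 to 163 features were called, of which 2 to 8 had not been changed. The methods' t-test, run on the same simulated data for the 4 drought comparisons, called 219 to 244 features, of which 61 to 83 had not been changed. Tables were handled with data.table (version 1.17.8), and plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

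Lists of genes were tested with camera at its preset inter-gene correlation of 0.01. There were 19 lists and 7 comparisons, and the 133 tests were adjusted together. The lists were beta-amylases, sugar and starch genes named in the study, starch synthesis, starch degradation, aquaporins, ion channels and pumps, abscisic acid (ABA) and drought markers, markers of guard cells, mesophyll, vascular tissue and epidermis, and genes lower or higher in a mutant of SnRK2 kinases. A further 6 lists came from patterns in the gene symbols and synonyms of the RefSeq table. They were expansins, xyloglucan endotransglucosylases, arabinogalactan proteins, auxin-responsive genes, ethylene-responsive factors and pentatricopeptide repeat (PPR) proteins. The study had picked the wall, auxin, ethylene, aquaporin, PPR, and sugar and starch families on these same arrays. For them a count adjusted over the list alone is therefore not independent evidence, and neither is the p value of camera or another list test.

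Genes are named in the text by a rule fixed in advance. They are the beta-amylases and the sugar and starch genes of the study, then the 3 called features with the highest and the 3 with the lowest change in each drought comparison among named genes whose groups did not overlap, and likewise in the stomatal interaction of genotype and drought without a demand on overlap, and lastly up to 5 called members of each other list. The comparisons, the tests, the lists, the rule for naming genes and the alternatives below were set before the data were examined, except where stated.

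The alternatives were a shift of each array by its 75th percentile, quantiles within each tissue, a normexp background correction with an offset of 50, the values of the series matrix, no filter on dim probes, probes well above background on all 20 arrays, only the groups compared, the slide as a block, the replicate number as a block, a variance prior with an intensity trend that is robust to outlying variances, no fold-change minimum, and leaving out each array of the groups compared in turn. For the 4 drought comparisons the methods' t-test was also run: a one-way ANOVA over the 8 groups, then an equal-variance test with a change of more than 2-fold, unadjusted or after Benjamini-Hochberg. For the lists, fry, camera with an estimated correlation and a mean over the probes of a gene were tried. The scanner files hold no mean signal, so the normexp correction, planned on the mean signal, used the median signal of each spot. The methods' t-test without a filter and the lists without each of the 20 arrays were added after seeing the data.

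Arrays carry no count depth; their number limits the precision. Replicate numbers recur across groups, so it was checked whether they pair arrays. Deviations from the group mean correlated at a mean r of -0.012 across 62 pairs of arrays with the same number and at 0.0065 across 112 pairs with different numbers. This gave no ground for a paired model, and the replicate block was kept as an alternative. The 20 arrays lay on 6 slides, and the slide, read from the array's barcode, was used as a block in another alternative with 7 residual degrees of freedom. Measurements of the study other than the arrays were not analysed here.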

Results

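Transcript levels were measured in whole leaves and in stomata-enriched epidermal peels of 5-week-old Arabidopsis plants. Col-0 is the wild type, and bam1 carries an insertion in the gene of the beta-amylase BAM1, an enzyme of starch degradation. Groups of 3 arrays were leaf Col-0 control, leaf bam1 control, leaf bam1 drought and stomata Col-0 control. Groups of 2 arrays were leaf Col-0 drought, stomata Col-0 drought, stomata bam1 control and stomata bam1 drought. The median processed signal of an array ranged from 163 to 576, and 63.2% to 75.4% of the spots were well above background, with 0 saturated spots. Normalised log2 signals of replicates correlated at r of 0.971 to 0.988 across probes (16 pairs of arrays). Arrays of different groups within a tissue correlated at 0.949 to 0.984 (75 pairs), and leaf with stomatal arrays at 0.896 to 0.940 (99 pairs). Probes are not independent replicates. The median SD within groups was 0.23 on the log2 scale.

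BAM1 (AT3G23920) was read first, because the genotype on each label can be checked against it. A single probe, A_84_P24062, measures it, and it was well above background on all 20 arrays. In leaves of Col-0 its log2 signal was 11.75, 12.33 and 10.90 on the control arrays and 13.07 and 12.64 under drought. In leaves of bam1 it was 6.76, 6.96 and 6.45 on the control arrays and 8.08, 7.38 and 7.83 under drought. In stomata of Col-0 the control arrays gave 13.46, 13.50 and 13.97. The array labelled stomata Col-0 drought replicate 1 gave 13.47, and the array labelled stomata Col-0 drought replicate 2 gave 7.81. The stomatal bam1 arrays gave 7.36 and 9.71 for the controls and 7.84 and 8.24 under drought. The array labelled stomata Col-0 drought replicate 2 thus lay 57.2-fold below the mean of the Col-0 controls and within the range of the stomatal bam1 arrays, which goes against its label. The labels were kept, and every comparison that uses stomata of Col-0 under drought includes this array. The array labelled stomata bam1 control replicate 2 lay 5.10-fold above the other control array of bam1 stomata.

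**Figure D1:**
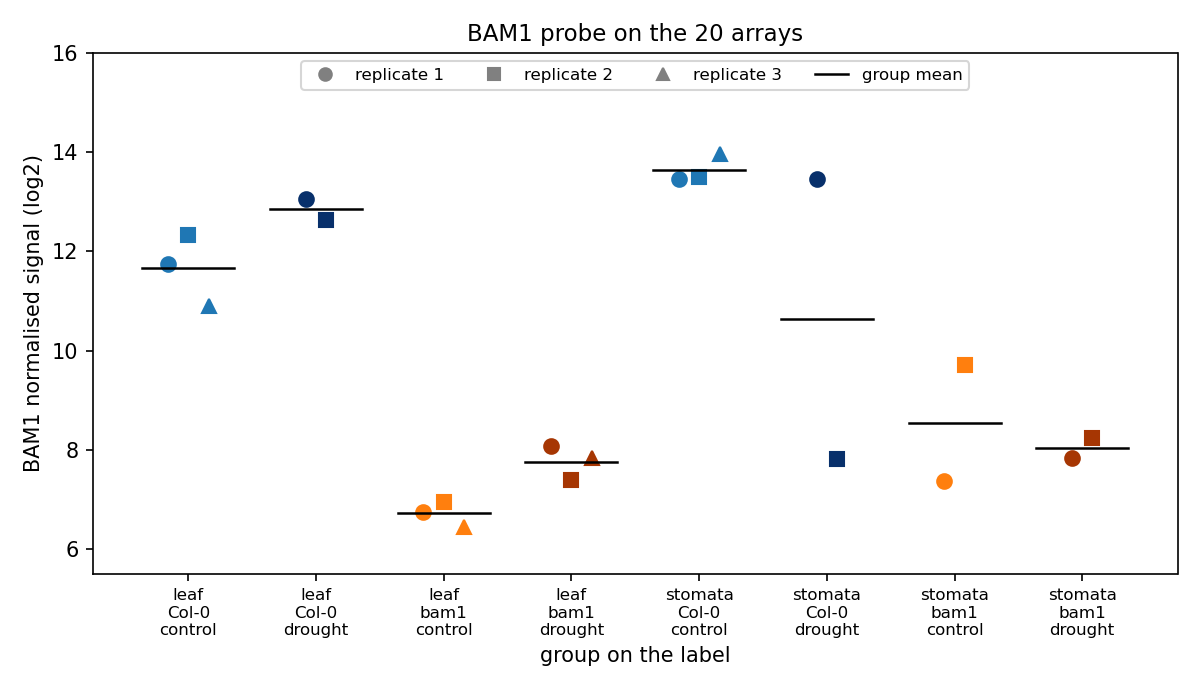
Normalised BAM1 signal (log2) on each of the 20 arrays, by the group on the label; symbols give the replicate number and lines the group mean. The array labelled stomata Col-0 drought replicate 2 lies at 7.81, among the arrays of bam1, while replicate 1 of that group lies at 13.47.

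The group means of BAM1 (log2, ± SD) were 11.66 ± 0.72 (n = 3) in leaves of Col-0 under control conditions and 12.85 ± 0.30 (n = 2) under drought. In stomata of Col-0 they were 13.65 ± 0.28 (n = 3) under control conditions and 10.64 ± 4.00 (n = 2) under drought. In bam1 they were 6.72 ± 0.26 (n = 3) and 7.76 ± 0.35 (n = 3) in leaves, and 8.54 ± 1.66 (n = 2) and 8.04 ± 0.28 (n = 2) in stomata, for control and drought. As geometric means of the unnormalised processed signal, BAM1 in control plants stood at 3442 in Col-0 and 149 in bam1 leaves, and at 9303 in Col-0 and 297 in bam1 stomata.

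Whether BAM1 itself responds to drought was tested in each tissue. Its log2 change in stomata of Col-0 was -3.01 ± 1.09 (SE, adjusted p 0.107), an 8.05-fold lower mean that did not pass the threshold. The value came from 1 array. Without the array labelled stomata Col-0 drought replicate 2 the change was -0.18, and without the array labelled replicate 1 it was -5.84 and passed (adjusted p 9.2e-04). Over all the alternatives the adjusted p ranged from 9.2e-04 to 0.913. In leaves of Col-0 the change was 1.19 ± 1.09 (adjusted p 0.520) and ranged from 0.82 to 1.53 with 1 of its arrays left out. The difference between the tissues was -4.20 ± 1.54 (adjusted p 0.164). Without the array labelled stomata Col-0 drought replicate 1 it was -7.03 with an adjusted p of 0.00487, the lowest over its alternatives, whose highest was 0.548. In bam1, where the transcript was low, the drought change was 1.04 in leaves (adjusted p 0.544) and -0.50 in stomata (adjusted p 0.851). The former was called with only the groups compared in the fit (adjusted p 0.0359, in a range of 0.0359 to 0.753) and became -0.81 with the slide as a block, and without the array labelled stomata bam1 control replicate 2 the latter became 0.68. Between genotypes BAM1 was lower in bam1 in leaves under control conditions (-4.94 ± 0.98, adjusted p 0.0309), with each of 3 bam1 arrays below each of 3 Col-0 arrays. It was also lower in leaves under drought (-5.09, adjusted p 0.0532), in control stomata (-5.11 ± 1.09, adjusted p 0.126) and in stomata under drought (-2.60, adjusted p 1.00), without passing the threshold there. The standard error of each of these contrasts uses the spread within all groups, to which the SD of 4.00 in stomata of Col-0 under drought contributes, so that each of these results depends in part on the array that goes against its label. The mean in the last of them includes that array.

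The 4 drought comparisons asked which transcripts respond to mild water stress in each tissue and genotype. In leaves of Col-0, 1672 features were called, 640 higher and 1032 lower. Stomata of Col-0 gave 1043 called features, 546 higher and 497 lower. In leaves of bam1, 1494 features were called, 438 higher and 1056 lower, and in stomata of bam1, 1767, of which 831 were higher and 936 lower. These features stood for 1242, 798, 1115 and 1351 genes, in the same order. The count in stomata of bam1 moved most when only the groups compared were fitted, where limma called 0 features (2 arrays against 2), while 8019 had an unadjusted p under 0.05 with all groups in the fit and the methods' t-test called 1034 unadjusted and 0 after adjustment. The same setting called 142 in stomata of Col-0, where the methods' t-test called 1011 unadjusted and 0 after adjustment (limma 1043), and where 639 were called without the array labelled stomata Col-0 drought replicate 1. In stomata of bam1 there were 967 without drought replicate 2 and 1171 without control replicate 2. In leaves the lowest counts by limma came with the normexp correction, 896 in Col-0 and 745 in bam1, and the methods' t-test after adjustment called 14 and 737. The counts with the slide as a block were 1597 and 459 in leaves and stomata of Col-0 and 955 and 464 in those of bam1. A shift of each array by its 75th percentile changed the direction of the stomatal calls in Col-0 to 342 higher and 575 lower.

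**Figure D2:**
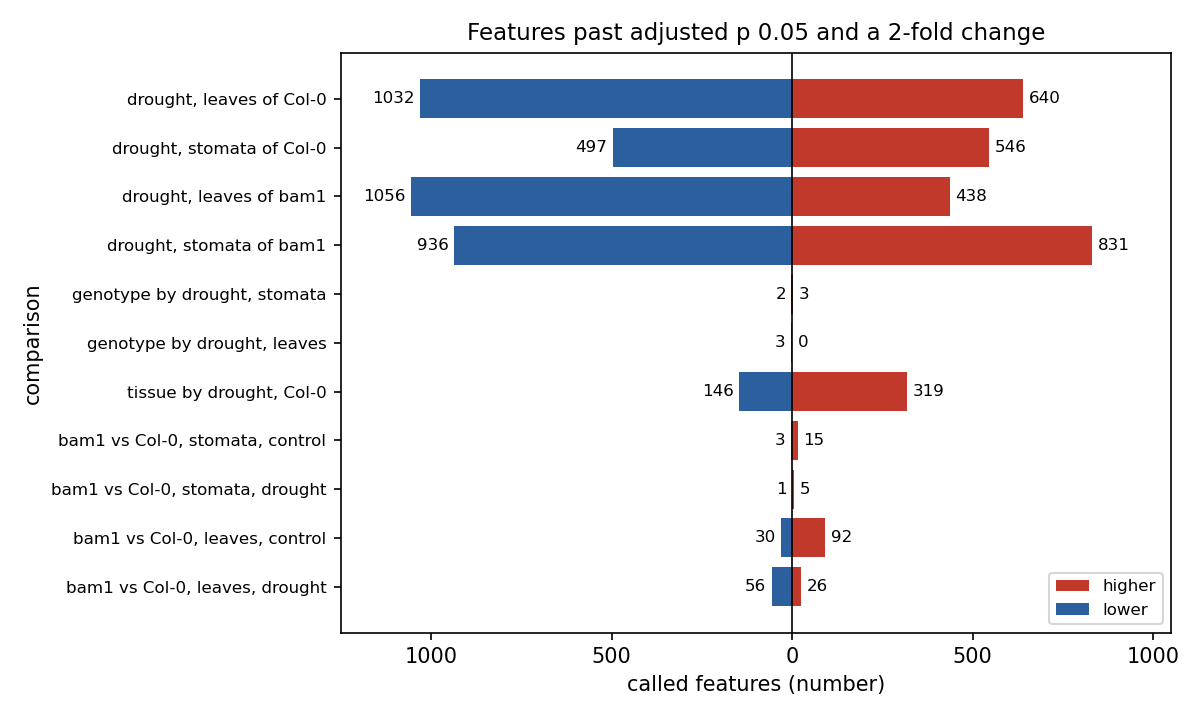
Number of called features (horizontal axis) in each of the 12 comparisons except stomata against leaf. Higher features lie to the right of 0 and lower ones to the left. The 4 drought comparisons gave 1043 to 1767 features and the genotype by drought interactions 5 and 3. Stomata against leaf, which is not drawn, gave 7491.

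For the features with the strongest drought changes, every array of one group lay above every array of the other, as the rule for naming them required. A change against a group with an array not well above background is given as at least so many fold, and its log2 change is set in part by signals near the floor. In leaves of Col-0 the features that rose most were GSTF12 (AT5G17220, log2 change 6.86 ± 0.50, adjusted p 5.1e-06, at least 51.3-fold), SAG29 (5.67, at least 8.88-fold) and TSPO (5.53, at least 35.1-fold). Those that fell most were PDF1.2 (-5.68, adjusted p 0.0205, at least 8.34-fold), ADS1 (-5.54, at least 31.3-fold) and AACT1 (-5.45, at least 23.6-fold). The call of PDF1.2 was lost without leaf Col-0 drought replicate 1 (adjusted p 0.112), drought replicate 2 (0.0996) or control replicate 3 (0.0503), and its adjusted p ranged from 0.0131 to 0.136 over all alternatives. The strongest rises in stomata of Col-0 were those of LDOX (5.60 ± 0.74, adjusted p 5.8e-04, at least 5.81-fold), DFR (5.46 ± 1.02, adjusted p 0.0050) and GSTF12 (5.08, 33.8-fold). DFR was not called without the array labelled stomata Col-0 drought replicate 1 (4.30, adjusted p 0.0834, in a range of 2.8e-04 to 0.0834). The strongest falls there were in ACS4 (-3.44 ± 0.46, at least 4.32-fold), the BAM5 probe A_84_P21473 (-2.87 ± 0.63, at least 1.93-fold) and CER4 (-2.86 ± 0.45, at least 2.04-fold), each well above background on 1 of the 2 drought arrays.

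In leaves of bam1 the strongest rises were in GSTF12 (7.40 ± 0.44, adjusted p 8.3e-07, at least 49.4-fold), UF3GT (5.76, at least 15.8-fold) and SAG29 (5.74, at least 7.60-fold), and the strongest falls in PDF1.2 (-6.03 ± 1.34, adjusted p 0.0081, at least 10.6-fold), ADS1 (-5.83, at least 42.0-fold) and AACT1 (-5.64, at least 17.7-fold). In stomata of bam1 GSTF12 rose by 7.25 ± 0.54 (adjusted p 8.4e-06, 152-fold), DFR by 6.61 and LDOX by 5.88 (at least 18.6-fold). The strongest falls were in XTH33 (-4.49 ± 0.47, adjusted p 7.0e-05, at least 4.75-fold), ACS4 (-4.07, at least 4.78-fold) and ADS1 (-4.06). For none of these genes was the drought effect in stomata shown to differ between genotypes. XTH33 came closest, with a difference of -3.71 ± 0.64 (adjusted p 0.137). Much of it lay between the controls: XTH33 stood at 7.77 in bam1 and at 5.07 in Col-0 control stomata. That difference of 2.69 was called by limma (adjusted p 0.0334), with 2 of the 3 Col-0 arrays well above background. Under drought it stood at 3.27 in bam1 and at 4.29 in Col-0, at background in both genotypes, which also sets part of the size.

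Genes of sugar and starch metabolism were tested for a response to drought. Of the 9 beta-amylase genes, 8 had a tested probe; BAM4 had none. BAM5 (AT4G15210) was lower in stomata of Col-0, with a log2 change of -1.86 ± 0.43 (adjusted p 0.0153, 3.63-fold) on its brighter probe and of -2.87 ± 0.63 (adjusted p 0.0119, at least 1.93-fold) on the other, which was at background on 1 of the 2 drought arrays. Both calls were lost without the array labelled stomata Col-0 drought replicate 1 (-1.62 with adjusted p 0.140, and -1.86 with adjusted p 0.186). That of the brighter probe was also lost without control replicate 1 (-1.71, adjusted p 0.0514). Over the alternatives its adjusted p ranged from 0.00419 to 0.140, and that of the other probe from 0.00128 to 0.186. In stomata of bam1 BAM5 changed by -0.79 (adjusted p 0.310), and the difference between genotypes was 1.07 (adjusted p 0.975). BAM9 changed by -0.74 in leaves (adjusted p 0.0201) and by -0.78 in stomata of Col-0 (adjusted p 0.0223), and BAM6 rose by 0.80 in leaves of Col-0 (adjusted p 0.00786), each by less than 2-fold. BAM9 passed 2-fold in stomata of Col-0 without the array labelled drought replicate 1 (-1.03). BAM2, BAM3, BAM7 and BAM8 were not called in any of the 4 drought comparisons with all arrays; BAM7 was called in stomata of bam1 without drought replicate 2 (-1.53, adjusted p 0.00755, in a range of 0.00755 to 0.756).

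APL3, a subunit of ADP-glucose pyrophosphorylase, rose in leaves of Col-0 (1.42 ± 0.20, adjusted p 3.5e-04), in leaves of bam1 (1.31 ± 0.18, adjusted p 2.6e-04) and in stomata of bam1 (1.09 ± 0.22, adjusted p 0.0052). In stomata of Col-0 it rose by 0.79 ± 0.20 (adjusted p 0.0242), less than 2-fold. Its call in stomata of bam1 was lost without drought replicate 2 (0.88, adjusted p 0.0729) or control replicate 2 (0.91, adjusted p 0.0594), in a range of 0.00162 to 0.172, and without the array labelled stomata Col-0 drought replicate 2 it was called in stomata of Col-0 (1.06). The starch branching enzyme SBE2.1 rose in stomata of Col-0 (1.12 ± 0.18, adjusted p 0.0020) and of bam1 (1.18 ± 0.20, adjusted p 0.0018). In Col-0 its rise was under 2-fold without the array labelled drought replicate 2 (0.94) or control replicate 2 (0.95). BG1, a glucosidase that releases ABA, rose in each of the 4 comparisons, by 1.22 and 1.41 in leaves and stomata of Col-0 and by 1.74 and 1.67 in those of bam1, and its other probes were also called in each. The first of these was lost without leaf Col-0 drought replicate 1 (1.08, adjusted p 0.105, in a range of 4.4e-04 to 0.105). The cell wall invertase cwINV1 fell in leaves (-2.44 ± 0.37, adjusted p 5.6e-04) and stomata of bam1 (-1.54 ± 0.45, adjusted p 0.0364), the latter not without drought replicate 2 (-1.16) or control replicate 2 (-1.03). In stomata of Col-0 it changed by -1.35 (adjusted p 0.0560) and was called there without the array labelled drought replicate 2 (-1.87). In leaves of Col-0 it changed by -0.99 (adjusted p 0.126) and was called without drought replicate 2 (-1.60).

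GPT2, a translocator of glucose 6-phosphate, rose by 2.16 ± 0.66 in stomata of Col-0 (adjusted p 0.0589) and was called there without control replicate 2 (2.82, adjusted p 0.0173, in a range of 0.0120 to 0.296). SUT2 changed by -0.60 in leaves of Col-0 on its brighter probe (adjusted p 0.0163) and changed by 0.01 on the other. HXK2 rose by 0.88 in stomata of bam1 (adjusted p 0.0332) on its brighter probe and by 1.08 on the other (adjusted p 0.0043). Its rise in stomata of Col-0 was 0.74 (adjusted p 0.0625), and it was called without the array labelled drought replicate 2 (1.15). SUC2, cwINV3 and SBE2.2 were not called in any of the 4 drought comparisons. For none of the named sugar, starch and amylase genes did limma call a genotype by drought difference in either tissue: the lowest adjusted p was 0.277, for SUT2 in leaves.

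Whether loss of BAM1 changes the drought response was asked by comparing the genotypes directly. In stomata, 658 features were called in both genotypes, each in the same direction, where 60.1 would be shared if the calls were independent. A further 1109 were called in bam1 and not in Col-0, 477 higher and 632 lower, and 385 in Col-0 and not in bam1. Of the 1109, 1045 (94.2%) changed in the same direction in Col-0, 662 of them with an unadjusted p under 0.05, and 4 passed the test of the interaction. The count of 1109 ranged from 555, without stomata bam1 drought replicate 2, to 1837, without control replicate 1, and was 668 without control replicate 2. Across the features called in either genotype the changes correlated at r of 0.848, and across all tested features at 0.634; features are not independent replicates. The calls in Col-0 stomata include the array that goes against its label. In leaves 888 features were shared (81.5 if independent), 606 were called in bam1 and not in Col-0, and 3 of those passed the interaction.

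Over all features, 5 were called for the interaction in stomata (1687 at an unadjusted p under 0.05) and 3 in leaves (3731). The setting that moved the stomatal count most was leaving out stomata bam1 control replicate 1, with 185 called, followed by the array labelled stomata Col-0 drought replicate 2, with 110, and stomata bam1 drought replicate 2, with 53. The 5 stomatal features, of which UGT73B4 falls under the naming rule and the other 4 are named after their values were seen, were UGT73B4 (AT2G15490, -3.68 ± 0.25, adjusted p 7.2e-06), AT4G01535 (-3.95 ± 0.43, adjusted p 0.0014), the probe A_84_P767274 (3.05 ± 0.21, adjusted p 7.2e-06), AT2G20150 (3.07 ± 0.29, adjusted p 4.1e-04) and AT1G62160 (4.00 ± 0.53, adjusted p 0.0133). Each was well above background in 1 of the 4 stomatal groups, so that no fold is given for the difference. UGT73B4 was so under drought in Col-0, on the arrays labelled replicate 1 (5.28) and replicate 2 (5.82), where it was at least 1.13-fold higher than in the control. AT4G01535 was so in the controls of bam1 (5.74 and 7.30). A_84_P767274 (5.15 and 4.98), AT2G20150 (5.50 and 4.75) and AT1G62160 (6.60 and 6.27) were so under drought in bam1.

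The 3 leaf features, also named after their values were seen, were EXO (AT4G08950, -4.21 ± 0.56, adjusted p 0.0251), AT3G19680 (-2.75 ± 0.35, adjusted p 0.0217) and AT2G41330 (-1.72 ± 0.17, adjusted p 0.0015). EXO changed by 0.06 in Col-0 and by -4.16 in bam1. AT3G19680 changed by 0.98 and -1.77, and its control arrays lay at 6.37, 6.07 and 6.41 in Col-0 and at 9.39, 9.51 and 9.18 in bam1. AT2G41330 changed by 0.62 in Col-0 and by -1.10 in bam1. The leaf count was 20 without bam1 control replicate 1, 9 without Col-0 control replicate 2 and 5 without Col-0 control replicate 1. It was 1 without Col-0 control replicate 3, bam1 control replicate 2 or bam1 drought replicate 2 or 3.

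The effect of genotype within each treatment was tested as well. Under control conditions 18 features were called between bam1 and Col-0 in stomata, 15 higher and 3 lower in bam1, and 122 in leaves, 92 higher and 30 lower. Under drought 6 were called in stomata, 5 higher and 1 lower, and 82 in leaves, 26 higher and 56 lower. At an unadjusted p under 0.05 the numbers were 2614 and 1215 in stomata and 2932 and 5616 in leaves, for control and drought. The stomatal count under control conditions was 534 without bam1 control replicate 1, 10 without bam1 control replicate 2, 2 without Col-0 control replicate 1 and 1 without Col-0 control replicate 3. The stomatal count under drought was 145 without the array labelled stomata Col-0 drought replicate 2, 17 without the one labelled replicate 1, and 89 and 12 without bam1 drought replicates 2 and 1. In leaves the control count was 62 without Col-0 control replicate 3, and 63 and 72 without bam1 control replicates 1 and 2. The drought count in leaves ranged from 17 to 41 when any 1 of its 5 arrays was left out, being lowest without bam1 drought replicate 3. The stomatal counts of 18 and 6 became 10 (7 higher, 3 lower) and 3 (2 higher, 1 lower) with the 75th-percentile shift. With the slide as a block the counts were 0 and 2 in stomata and 2 and 1 in leaves, for control and drought. No slide held control leaves of both genotypes.

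Whether stomata and leaves of Col-0 respond to drought differently was tested by the interaction of tissue and drought, in which 465 features were called, 319 with the higher and 146 with the lower change in stomata. The slide as a block moved this most, to 3. Both tissues' drought groups hold 2 arrays, and the count was 141 without leaf Col-0 drought replicate 1 and 480 without the array labelled stomata Col-0 drought replicate 2. It was 230 without stomata Col-0 control replicate 1, 221 without leaf Col-0 control replicate 3 and 245 without leaf Col-0 drought replicate 2. The 75th-percentile shift gave 223 with the higher and 209 with the lower change, and the normexp correction 202 and 157. Between the 2 drought responses of Col-0, 373 called features were shared, 365 of them in the same direction, where 56.9 would be shared if independent. Of the 319, 71 were also called higher in stomata and 167 called lower in leaves. Of the 146, 36 were also called lower in stomata and 81 called higher in leaves.

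The enrichment of the stomatal preparation was checked in control plants of Col-0. Stomata differed from leaves in 7491 features, 3650 higher and 3841 lower, and the 75th-percentile shift moved this split to 4567 and 3172. The 14 guard cell markers had a median log2 difference of 3.67 (camera adjusted p 5.5e-18), with 14 of 14 higher and 13 called, led by ALMT12 (4.58), AT1G22690 (4.07) and EPF1 (4.05). The 26 ion channels and pumps had a median of 0.74 (adjusted p 7.6e-08), among them KAT2 (3.85). Epidermis markers had a median of 0.66 (adjusted p 0.0556). Mesophyll markers had one of -0.08 (adjusted p 0.548), which was 0.21 after the 75th-percentile shift, and vascular markers one of -0.03 (adjusted p 0.438), which also changed sign with the scaling. Starch degradation genes were lower in stomata (-0.80, adjusted p 1.6e-04) and genes lower in the SnRK2 mutant were higher (0.51, adjusted p 0.0030).

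Gene families were compared as lists in 7 comparisons. Camera called 45 of the 133 tests and fry 50, of which 38 were shared with the same direction. With an estimated correlation camera called 0, where 45 were called at the preset one and 50 by fry. The calls of camera that fry did not make were those of the ABA markers, guard cell markers, genes higher in the SnRK2 mutant and ethylene-responsive factors in stomata of Col-0, the ABA markers in the stomatal interaction, and the xyloglucan endotransglucosylases and arabinogalactan proteins between genotypes in stomata under drought. The median and the mean of a list differed in sign in 12 tests and the median and camera's direction in 9, none of them among the 45 called; among these are the expansins in stomata of Col-0 (median -0.20, mean 0.05) and the beta-amylases in leaves of bam1 (-0.06 and 0.07). No called list changed the sign of its median under any of the scalings, and 15 of the 133 tests did. The stomatal effects in Col-0 include the array that goes against its label.

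**Figure D3:**
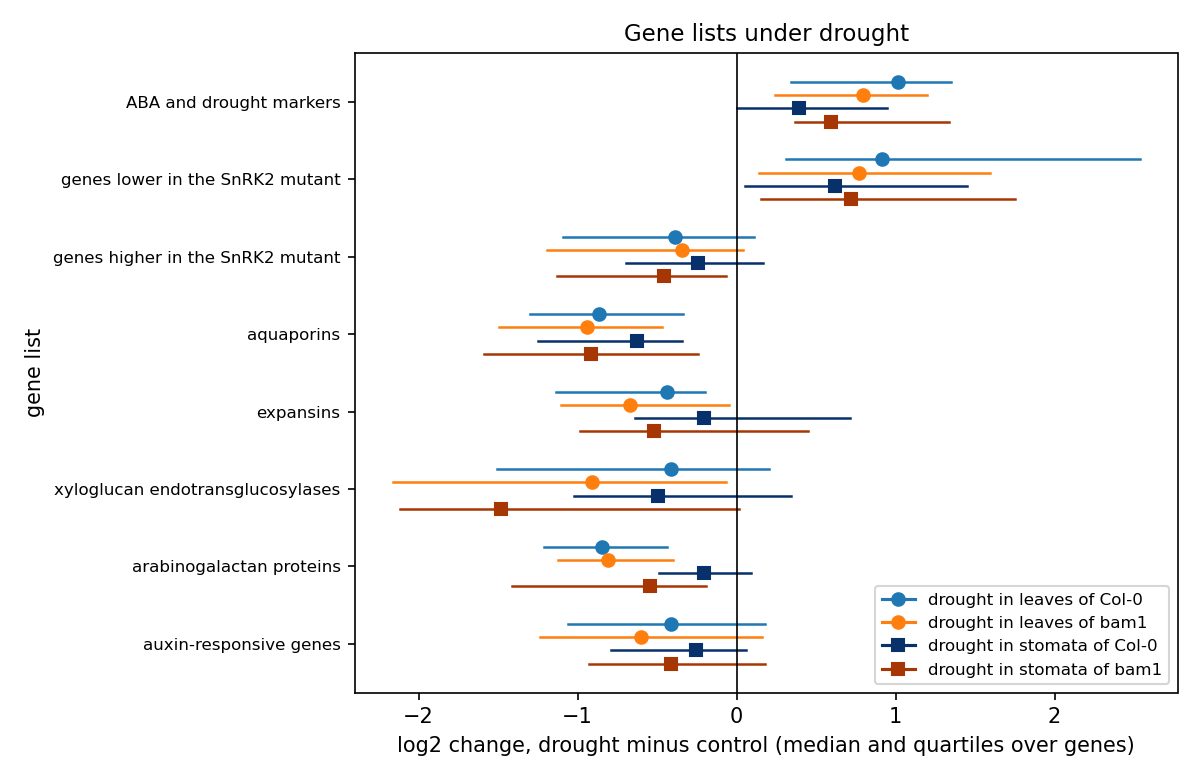
Median log2 change under drought, with quartiles over genes, of chosen gene lists in the 4 drought comparisons. Drawn are the ABA markers, the lists lower and higher in the SnRK2 mutant, aquaporins and auxin-responsive genes. The wall lists drawn are the expansins, xyloglucan endotransglucosylases and arabinogalactan proteins. Aquaporins lie between -0.94 and -0.63 and ABA markers between 0.39 and 1.01. Among lists not drawn, the medians near 0 of PPR proteins and beta-amylases in leaves of bam1 change sign with the scaling.

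The question behind the ABA lists was whether ABA-dependent transcripts rise in drought-stressed guard cells. The 23 ABA and drought markers had a median change of 1.01 in leaves of Col-0 (adjusted p 1.5e-13), 0.39 in stomata of Col-0 (0.0015), 0.80 in leaves of bam1 (1.7e-09) and 0.59 in stomata of bam1 (3.4e-06). Of them 13, 4, 12 and 9 had an adjusted p under 0.05 over all features, and 14, 5, 16 and 13 when adjusted over the list alone. LTI30 rose by 2.32 and HAI1 by 1.46 in stomata of Col-0, and HAI1 rose by 3.72 and LTI65 by 3.19 in leaves. The 65 genes lower in the SnRK2 mutant rose by a median of 0.91, 0.62, 0.77 and 0.72 in the same order (highest adjusted p 1.7e-08), with 33, 22, 29 and 27 under 0.05 over all features and 40, 28, 36 and 34 adjusted over the list alone. The 23 genes higher in that mutant had medians of -0.39, -0.24, -0.35 and -0.46 and passed in each comparison (highest adjusted p 0.0185).

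Aquaporins and cell wall proteins were tested because the study related them to water uptake and wall stiffness in guard cells. The 26 aquaporins had a median of -0.87 in leaves of Col-0, -0.63 in stomata of Col-0, -0.94 in leaves of bam1 and -0.91 in stomata of bam1 (highest adjusted p 2.4e-09). Of them 12, 8, 18 and 13 had an adjusted p under 0.05 over all features, and 14, 17, 19 and 18 adjusted over the list alone. In stomata, RD28 changed by -1.95 in Col-0 and by -2.29 in bam1, and GAMMA-TIP by -1.90 and -2.68. The stomatal interaction of the list was -0.24 (adjusted p 0.0856); with the mean over the probes of a gene its adjusted p was 0.00435. The 22 expansins had medians of -0.44 (adjusted p 9.9e-05), -0.20 (0.802), -0.67 (4.4e-05) and -0.52 (0.536). In leaves 6 were called in Col-0, 1 higher and 5 lower, and 8 in bam1, 1 higher and 7 lower. In stomata 3 were called in Col-0, 2 higher and 1 lower, and 7 in bam1, 3 higher and 4 lower, among them EXPA9 (1.58 in Col-0 and 1.97 in bam1) and EXPA8 (-1.83 in bam1). Over all features 8, 5, 10 and 9 had an adjusted p under 0.05, and 10, 10, 12 and 15 adjusted over the list alone. Their interaction was -0.09 (adjusted p 0.145).

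The 25 xyloglucan endotransglucosylases had medians of -0.41 (adjusted p 0.0214), -0.49 (0.0658), -0.91 (6.5e-08) and -1.48 (2.3e-06) in the same order. In stomata of bam1 16 were called, 3 higher and 13 lower, led by XTH33 (-4.49), XTH25 (-3.28) and XTH15 (-2.78), and in stomata of Col-0 3, XTH7 (-1.96), XTH6 (-1.67) and XTH29, the last of these higher. Over all features 7, 3, 12 and 16 had an adjusted p under 0.05, and 11, 6, 12 and 17 adjusted over the list alone. Their interaction in stomata was -0.74 (camera adjusted p 3.4e-06, fry 0.0378), with 0 members under 0.05 over all features and 6 adjusted over the list alone. The 37 arabinogalactan proteins had medians of -0.85 (1.4e-10), -0.21 (0.0694), -0.81 (2.0e-12) and -0.55 (2.8e-07). In stomata of bam1 13 were called, 1 higher and 12 lower, led by AGP12 (-2.04) and AGP41 (-1.94), and in stomata of Col-0 AGP24 (-1.04). Their stomatal interaction was -0.54 (camera adjusted p 9.1e-08, fry 0.0449), with 0 members under 0.05 over all features and 2 adjusted over the list alone. Between genotypes under drought the medians of these 2 lists were -0.25 and -0.07 in stomata (camera adjusted p 0.0151 and 0.0218, fry 0.409 and 0.494).

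The 84 auxin-responsive genes had medians of -0.41, -0.26, -0.60 and -0.41 in the 4 drought comparisons (highest adjusted p 2.2e-04). Of them 31, 12, 36 and 17 were under 0.05 over all features and 36, 14, 51 and 23 adjusted over the list alone. Their stomatal interaction was -0.05 (adjusted p 0.367). The 30 ethylene-responsive factors had medians of -0.24 (0.124), -0.29 (0.0037), -0.14 (0.864) and -0.14 (0.0658). The search of gene symbols and synonyms found only 13 tested PPR proteins, a small part of this large family. Values for these 13 do not stand for the family as a whole. The 13 PPR proteins had medians of 0.08 (0.338), 0.37 (0.0059), -0.02 (0.867) and 0.48 (0.0380), with 0 members called by limma in stomata of either genotype and 3 under 0.05 at any fold in each.

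The 10 sugar and starch genes of the study had medians of 0.16 (0.273), 0.56 (0.0081), 0.37 (0.0621) and 0.71 (0.0214). The 20 starch synthesis genes had 0.12 (0.141), 0.20 (0.0802), 0.29 (5.0e-04) and 0.15 (0.0882), among them GBSS1 at 1.13 in stomata of Col-0. The 23 starch degradation genes had 0.23 (0.146), 0.29 (0.0658), 0.47 (9.7e-05) and 0.27 (0.0658), and the 8 beta-amylases 0.25 (0.692), -0.11 (0.283), -0.06 (0.843) and -0.32 (0.536). As a list, ion channels and pumps were not called under drought in stomata of Col-0 (-0.14, adjusted p 0.152) or leaves (-0.09, adjusted p 0.864). Their member GORK was called by limma in leaves of Col-0 (1.12, adjusted p 0.0101). Of the tissue markers, guard cell markers had a median of -0.45 in stomata of Col-0 (adjusted p 0.0059, fry 0.167). There the medians of mesophyll, vascular and epidermis markers were -0.03 (0.406), 0.15 (0.0802) and 0.19 (0.447).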

Values the study reported

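The paper gives a raw BAM1 signal of 3441 in leaves of Col-0 and 148 in leaves of bam1, and of 9303 and 297 in guard cells. It reports 22995 features from its analysis of variance, 1076 features changed by drought in guard cells of Col-0 and 1668 in leaves. For stomata of bam1 it gives 1082, of which 648 were specific to bam1. BAM1 was reported as 8-fold lower in guard cells under drought.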

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

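The fits of the feature counts with other scalings, filters, the slide as a block or 1 array left out were set before the data were examined, but their use as tests of the explanations in this part, and all other tests here, were chosen only after the result was seen, except leaving out single leaf arrays for the leaf interaction, the slide as a block for the wall lists, and the 3 counts of other splits.

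The drought responses of leaves and stomata of Col-0 differed in 465 features by a test of the difference itself. The array labelled stomata Col-0 drought replicate 2, whose BAM1 signal goes against its label, is part of this result. Several technical explanations were weighed. If scaling both tissues together had made the difference, it should vanish with quantiles within each tissue, but 446 of the 465 were still called. If the array with the doubtful label had made it, the effects should shrink without that array. Their median ratio to the full effects was 0.976, and each of the 465 kept its sign. Without the array labelled stomata Col-0 drought replicate 1 the ratio was 1.02. The 465 were called with both arrays in the fit, which favours features on which these arrays go together. A ratio near 1 therefore cannot decide, and the doubtful label stays open. A first form of this test counted the features of the original set still called. It was replaced because that fit leaves 1 array in the group, so that such a count cannot decide. The set of called features did change without this array, so which features are called may depend on it. With the slide as a block the median ratio of the effects was 0.950, and 462 of the 465 had the same sign and an unadjusted p under 0.05, although 3 were called, with wider standard errors and fewer degrees of freedom. Among features well above background on all 20 arrays 518 were called, 380 of them from the 465, which argues against signals at the floor. Leaf RNA in the stomatal preparations under drought would move stomata toward their leaf level. The direction of that level was taken from bam1, as drought leaves minus control stomata, so that it mixes drought with tissue. Of the 465, 64.9% moved toward it, as did 71.0% of the 221 with a 2-fold difference on this measure. A first form of this test gave a median gain of 0.01 over 159 features. A count of signs without their size cannot decide, and leaf RNA stays open. A response that differs between tissues, which the design compares, also stays open, as do the 141 called without leaf Col-0 drought replicate 1 and the other arrays on which the count depends.

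In stomata 5 features differed between genotypes in their drought response, by a test of the interaction. The effects with the slide as a block had a median ratio of 1.02 to those without, in a range of 0.908 to 1.04. The 5 kept their sign, and 2 were called in that fit. Outside the group that carried its signal, each of the 5 was at background on every array, where a slide effect could hardly show. The ratio therefore cannot decide, and the slide stays open. Each of the 5 was at background in 3 of the 4 stomatal groups. Among features well above background on all 20 arrays limma called 0, against 1382 at an unadjusted p under 0.05. That filter takes out the 5 whatever their cause, so this count cannot decide, and the background floor stays open, as do transcripts absent from the other groups. The doubtful label on the array labelled stomata Col-0 drought replicate 2 cannot be told apart from a small number of true differences: without that array 110 features were called, 66 of them among features well above background on all 20 arrays. Leaving out stomata bam1 control replicate 1 gave 185, and bam1 drought replicate 2 gave 53, so the rise does not single out the doubtful array. An effect of the genotype on the drought response stays open as untested beyond this.

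In leaves 3 features differed between genotypes in their drought response, by the same kind of test. With the slide as a block the median ratio of the effects was 0.989, and the 3 kept their sign with an unadjusted p under 0.05, although 0 were called by limma in that fit. With any 1 leaf array left out the smallest effect of a called feature was 1.63 in size on the log2 scale, which argues against a single array. The count itself ranged from 1, without leaf Col-0 control replicate 3 among others, to 20, without leaf bam1 control replicate 1. A genotype effect on the leaf response is a hypothesis that these 2 tests leave open. For each of the 3 the control arrays of bam1 lay above those of Col-0: at 9.18 to 9.51 against 6.07 to 6.41 for AT3G19680, at 9.55 to 11.01 against 5.86 to 6.87 for EXO, and at 10.33 to 10.68 against 8.56 to 8.72 for AT2G41330. The calls thus include a difference between the controls.

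Wall-protein lists fell more under drought in bam1 stomata than in Col-0 by a test of the interaction over the list: the median difference was -0.74 for the xyloglucan endotransglucosylases and -0.54 for the arabinogalactan proteins. With 1 stomatal array left out the median closest to 0 was -0.33, for the xyloglucan endotransglucosylases without the array labelled stomata Col-0 drought replicate 2, so that this array carries much of the size of that list's difference. The arabinogalactan proteins were at -0.37 without it. Without stomata bam1 drought replicate 2 the xyloglucan endotransglucosylases were at -0.47 and the arabinogalactan proteins at -0.40, so the dependence is not special to the doubtful array. The xyloglucan endotransglucosylases moved away from 0 without replicate 1 of either stomatal drought group, to -0.98 for bam1 and -0.99 for Col-0. Both lists kept their sign, and a part played by single drought arrays stays open. With the slide as a block the medians shrank to 0.480 of their value for the arabinogalactan proteins and to 0.648 for the xyloglucan endotransglucosylases, so a part played by the slide cannot be told apart from the genotype here, since the stomatal groups are spread unevenly over the slides. Part of the difference lay between the controls. In control stomata the lists were higher in bam1, by 0.31 for the arabinogalactan proteins and by 0.50 for the xyloglucan endotransglucosylases, while under drought the genotypes differed by -0.07 and -0.25. The result is consistent with a difference between the control groups as the larger part of it. Whether the controls differed by genotype or by preparation was not tested.

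The ABA and drought markers rose more under drought in bam1 stomata, by a median of 0.31 in the test of the interaction over the list. A single array may account for this: without the array labelled stomata Col-0 drought replicate 2 the median was -0.052. Other arrays moved the median as well, to 0.11 without stomata bam1 drought replicate 2 and to 0.67 without the array labelled stomata Col-0 drought replicate 1. With the slide as a block it was 0.06. The list differed by -0.31 between the genotypes in control stomata and by 0.04 under drought. Fry did not call this list (adjusted p 0.249).

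For comparisons of 3 arrays against 3, other splits of the same 6 arrays were counted with only these arrays in the fit. For drought in leaves of bam1, 1 of the 10 splits, the real one, gave as many as its 1414 called features. For bam1 against Col-0 in control leaves 1 of 10 gave as many as its 30, and for stomata against leaf in Col-0 control plants 1 of 10 gave as many as its 7506. The highest count on any other split was 1 for drought in leaves of bam1, 2 for the genotypes in control leaves and 0 for the tissues. With 10 splits chance cannot be excluded by the number of splits alone, whose share is never under 0.1.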

How the results depend on the processing

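Of the alternatives in this part, the methods' t-test without a filter and the gene lists without each of the 20 arrays were chosen only after seeing the data; the others were planned. A count is taken as held when it stayed within 1.5 times its value, and an effect when it kept its direction and its side of the threshold.

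With the values of the series matrix 15 of 15 main results held. With quantiles within each tissue 13 of 14 did, the exception being bam1 against Col-0 in control stomata (11 features). With each array shifted by its 75th percentile 11 of 15 held; the genotype by drought interactions gave 1 feature in stomata and 15 in leaves, and bam1 against Col-0 in stomata gave 10 under control conditions and 3 under drought. The normexp correction lowered most counts, and 5 of 15 held. The drought comparisons gave 896 in leaves of Col-0, 468 in stomata of Col-0, 745 in leaves of bam1 and 897 in stomata of bam1, with 558 called in bam1 and not in Col-0 stomata. The genotype interactions gave 1 in stomata and 7 in leaves, bam1 against Col-0 in stomata 8 under control conditions and 2 under drought, and stomata against leaf 4196. The cause was not tested.

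With no filter on dim probes 10 of 15 held. The interactions gave 11 (genotype, stomata), 5 (genotype, leaves) and 258 (tissue), and bam1 against Col-0 under drought gave 17 in stomata and 50 in leaves. With probes well above background on all 20 arrays 12 held; the interaction in stomata and bam1 against Col-0 in stomata under drought gave 0 each by limma (1382 features at an unadjusted p under 0.05 for the former), since the filter removes features at background in any group, and the leaf interaction gave 6.

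With only the groups compared in the fit 5 of 15 held. Stomata of Col-0 gave 142 under drought and the tissue interaction 114, bam1 against Col-0 in leaves gave 30 under control conditions and 9 under drought, and the leaf interaction 5. Drought in stomata of bam1, its features not called in Col-0, the stomatal interaction and bam1 against Col-0 in stomata under either treatment gave 0 by limma; with all groups 8019 features had an unadjusted p under 0.05 for the first of these, 1687 for the interaction, 2614 under control conditions and 1215 under drought. This setting leaves fewer arrays to estimate the spread. With the slide as a block 4 of 15 held, with 7 in place of 12 residual degrees of freedom. The drought counts were 459 in stomata of Col-0, 955 in leaves of bam1 and 464 in stomata of bam1, with 272 in bam1 and not in Col-0 stomata. The interactions gave 2 (genotype, stomata), 0 (genotype, leaves; 3731 at an unadjusted p under 0.05 without the block) and 3 (tissue). For bam1 against Col-0 the counts were 0 and 2 in stomata and 2 and 1 in leaves, control first. Deviations from the group mean correlated at a mean r of 0.047 over 23 pairs of arrays on the same slide, 9 of which were above 0.1. Over 151 pairs on different slides the mean r was -0.007, with 28 above 0.1. How far slide effects and how far the lost degrees of freedom lowered these counts was not tested.

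With the replicate number as a block 12 of 15 held; the leaf interaction gave 1, bam1 against Col-0 4 in control stomata and 49 in leaves under drought. A pairing by number was checked: deviations from the group mean correlated at a mean r of -0.012 over the 62 pairs with the same number, 13 of which were above 0.1, so the block removes little. With an intensity trend and a robust prior 11 of 15 held; the stomatal interaction and bam1 against Col-0 in stomata under drought gave 0 by limma (1687 and 1215 at an unadjusted p under 0.05 without the trend), the leaf interaction 11, and bam1 against Col-0 in leaves under drought 136. The cause was not tested. Without a fold-change minimum the drought counts rose to 4350, 2625, 4132 and 3890 in leaves and stomata of Col-0 and of bam1, with 2227 in bam1 and not in Col-0 stomata. Those of bam1 against Col-0 rose to 234 and 173 in leaves, and stomata against leaf to 16235, since the looser threshold admits more features.

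The methods' t-test, unadjusted, gave 1595, 1011 and 1499 features in leaves and stomata of Col-0 and leaves of bam1, and 1034 in stomata of bam1, where limma called 1767. Without a filter it gave 1711, 1091, 1609 and 1109. After Benjamini-Hochberg it called 14 in leaves of Col-0, 737 in leaves of bam1 and 0 in the stomata of either genotype. Camera with an estimated correlation called 0 gene lists, against 45 at the preset correlation and 50 by fry. Fry and the mean over probes kept the count within 1.5 times.

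With 1 array of the groups compared left out, the counts ranged from 1117 to 1702 for drought in leaves of Col-0, from 639 to 1398 in stomata of Col-0, from 1221 to 1479 in leaves of bam1 and from 967 to 2467 in stomata of bam1, and from 555 to 1837 for those called in bam1 and not in Col-0 stomata. The interactions ranged from 4 to 185 (genotype, stomata), from 1 to 20 (genotype, leaves) and from 141 to 480 (tissue). For bam1 against Col-0 they ranged from 1 to 534 in control stomata, 12 to 145 in stomata under drought, 62 to 146 in control leaves and 17 to 41 in leaves under drought. Stomata against leaf ranged from 7104 to 7540 and the called gene lists, with any of the 20 arrays left out, from 41 to 51. Where this leaves a group with a lone array, that array is assumed to vary like those of the other groups. The BAM1 drought effect ranged from -5.84 to -0.18 in stomata of Col-0 and from 0.82 to 1.53 in leaves. The former value came without the array labelled stomata Col-0 drought replicate 1, the only setting that brought it past the threshold (adjusted p 9.2e-04, in a range of 9.2e-04 to 0.913); under the other settings with all arrays its adjusted p lay between 0.0519 and 0.464.

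Among genes and lists named in the text or by the rule, 4297 comparisons with an alternative held, 462 lost a call, 14 gained one and 4 reversed. Of the losses 106 came with only the groups compared, 83 with the slide as a block and 61 with the normexp correction. The reversals were BAM1 in stomata of bam1 without control replicate 2 (0.68), BAM1 in leaves of bam1 with the slide as a block (-0.81), the auxin-responsive gene AT4G34810 in leaves of bam1 with the series matrix (1.38, against -2.01), and the median of the ABA markers in the stomatal interaction without the array labelled stomata Col-0 drought replicate 2 (-0.052). With any 1 array of the groups compared left out the first of these ranged from -1.67 to 0.68 and the last from -0.052 to 0.67. The cause was not tested.

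Signal over background limits what can be said of the 5 features of the stomatal interaction and of those given as at least so many fold. Of 43603 probes, 30665 were well above background on every array of some group and 25341 on all 20, and changes below that level were not detectable.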

Other observations

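The tests in this part were chosen only after the result was seen, except the test for a fault of the array surface and the methods' t-test among the tested probes.

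On the array labelled stomata Col-0 drought replicate 2, BAM1 stood at the level of the mutant. A fault of the array surface would have moved neighbouring probes as well. The 11 neighbouring probes differed from replicate 1 by a median of -0.065, with a lowest value of -0.63, the spot carried no outlier mark, and 0 other probes fell as far between these arrays. A fall of BAM1 shared by the drought arrays is also argued against, since on the array labelled replicate 1 BAM1 was -0.18 from the control mean, within the control SD of 0.28. A swap with a stomatal bam1 array needs a partner with BAM1 at the level of Col-0, and the highest value on an array labelled stomata bam1 was 9.71, against 13.46 or more in Col-0 controls. A single wrong label, or a swap with a sample from outside, stays open and cannot be told apart from a fall of BAM1 in that preparation. Of 8 features that part the genotypes in control stomata and leaves, the array was on the side of bam1 in 5, the array labelled replicate 1 in 2, and the stomatal bam1 drought arrays in 4 and 3. The control arrays of Col-0 gave 0, 1 and 0 and those of bam1 8 and 8, so that under drought these 8 features do not part the genotypes. A score over 119 leaf features, tried first, gave -0.28 and 0.22 for the arrays labelled stomata Col-0 drought replicates 1 and 2 and 0.22 and -0.03 for those of bam1, which did not part them either.

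The 4 stomatal drought arrays parted poorly by the genotype on their labels. Over 30258 features, 99 showed a 2-fold gap between the arrays labelled Col-0 and those labelled bam1. The 2 other pairings gave 189 and 305. The array labelled stomata Col-0 drought replicate 1 stood a 2-fold gap apart from the other 3 in 587 features, against 404 for the one labelled replicate 2, 430 for bam1 drought replicate 1 and 273 for bam1 drought replicate 2. A mislabelled sample may give such a pattern, but so may a small genotype effect beside differences between single preparations, and these cannot be told apart with 2 arrays in each group.

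On the array labelled stomata bam1 control replicate 2, BAM1 stood 5.10-fold above the other control array of bam1 stomata. To explain it, leaf RNA of Col-0 would have to make up 22.0% of the preparation. The 185 features at least 8-fold higher in leaves gained a median of 0.777% of their leaf signal (quartiles -1.75 and 4.75), which argues against leaf RNA. Stomatal RNA of Col-0 would need 5.34%. No other transcript was tested for such a share, so a small admixture cannot be told apart from residual expression in the mutant. No other biological explanation was tested.

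In stomata of bam1 1767 features were called under drought, against the lower number quoted from the paper. This value was higher. The number of features called in bam1 and not in Col-0 stomata was 1109. It was also higher than the quoted one. The methods' t-test, unadjusted, gave 610 such features among the tested probes and 675 among all probes, so that the number depends on the test.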
